A study of Mus musculus with 13 samples. Its data were reported in "SMCHD1 has separable roles in chromatin architecture and gene silencing that could be targeted in disease" (2023).

How the data were processed

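The series measured chromatin contacts by Capture-C, a chromosome conformation method in which a proximity ligation library is enriched for chosen loci with biotinylated RNA probes before sequencing. The samples were pools of tailbuds, which hold the presomitic mesoderm, dissected from mouse embryos at embryonic day 8.5. The labels place the 13 samples in 4 groups by Smchd1 allele, with 2 wild-type samples, 3 samples of the MommeD43 allele made by chemical mutagenesis, 4 samples of the GFP-tagged allele and 4 samples of the GFP-tagged MommeD43 allele. Smchd1 encodes a chromatin protein of the SMC family. MommeD43 is a missense variant of it.

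Per the labels, the authors cut crosslinked chromatin with DpnII, which recognises GATC, ligated it in intact nuclei, and enriched the libraries with an Agilent SureSelect probe set. The study's methods instead refer back to its in situ Hi-C, for which they name MboI, an enzyme with the same recognition site. The authors mapped the reads to mm10 with HiCUP, intersected the DpnII fragments with the regions covered by probes, kept unique fragments of at least 20 bp, summed replicates and called contacts with CHiCANE in R. The submitters' processing notes name R 4.2.0 and Juicer 2.20.00.

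The deposited table analysed here is the probe coverage of the whole series. Each line gives a chromosome, the start and end of a stretch covered by probes, and the name of the target region. These are positions common to all samples, and 0 of the 3 columns used belong to a sample. The table carries no read numbers, so depth per sample is unknown here. Contacts of the individual samples were not analysed here, and no comparison between genotypes was made. The tests below therefore concern the design of the capture, with the captured locus, the gene or the DpnII fragment as the unit. They carry no biological replicate error.

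The coordinates were used as deposited, converted to count from 1, and set on the GRCm38 sequence, the assembly that mm10 denotes, with GENCODE gene models of the same assembly. All covered stretches lay within the chromosome lengths of that assembly. Repeats are the bases that the reference gives in lower case, and kinds of repeat were not told apart. The median length of such a run was 25 to 32 bp by locus. A locus was a run of stretches on a chromosome with gaps of up to 500 kb, and its span ran from its first to its last covered base. The class of a locus was the gene family with the most genes in the span. The covered share is the percent of the bases of a span, gene or exon that lies in covered stretches. DpnII fragments were the sequences between consecutive GATC sites that overlapped a span, and a fragment had a probe when at least 1 bp of it was covered. The promoter of a gene was 1 kb either side of its annotated 5′ end.

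Classes of loci were compared by an exact two-sided permutation test of the class labels, for which 4 against 4 loci give 70 splits and a smallest p of 0.0286. Parts of the same locus were compared by an exact two-sided sign-flip permutation test over the 9 loci, with 512 flips and a smallest p of 0.0039. Fragment lengths were compared by permuting the probe labels within each locus, and anterior and posterior Hox genes by permuting the gene labels within each cluster, each with 100000 resamples. Promoters were compared by Fisher's exact test with Benjamini-Hochberg adjustment over the pairs of families. Fragments of a locus, and genes of a family, are not independent replicates. The threshold was p of 0.05. Exact copies were counted as windows of 75 bases that occur more than once on either strand of the assembled chromosomes. Windows were matched by hashing, and 0 of 5323493 windows had another count under a second hash. The length classes of repeats were chosen after seeing the data.

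The genes named in the text follow a rule fixed before the data were examined. It takes Hoxa6 and Hoxd10, the most and least covered gene of each Hox cluster and of each protocadherin family (ties of more than 3 genes are counted), each Hox gene whose promoter had no probe, the olfactory loci with the highest and lowest covered share, and any of a list of Hox neighbours and other SMCHD1 targets that lay in a covered stretch. Genes at the ends of the Hox spans and of the stretch between Hoxb13 and Hoxb9, and neighbours outside the spans, are named as landmarks outside this rule. Other genes named outside it are said to be so.

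Alternatives changed the gap that ends a locus, the treatment of gaps, intervals and repeats, the overlap and length required of a fragment, the extent of a gene or promoter, and the loci included. The tests were also tested on simulated data. The exact tests gave the p of a second implementation in 200 of 200 draws each. For the fragment length comparison, draws of 900 simulated fragments with no shift fell under the threshold in 5% of 200 draws, and a shift of 50 bp was called in 93.5% of 200 draws. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used.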

Results

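Capture-C was performed on tailbud tissue of embryonic day 8.5 from 4 Smchd1 genotypes, with 2 wild-type, 3 MommeD43, 4 GFP and 4 MommeD43-GFP samples. The data described here are the stretches of the genome covered by the capture probes, which were shared by all 13 samples and set which loci, genes and restriction fragments were enriched. The probes covered 3197 separate stretches, 2110 kb in all, in 9 loci. Of these, 4 were the Hox clusters, which encode the transcription factors that pattern the body axis. A further 4 were olfactory receptor clusters, and 1 held the clustered protocadherins, cell adhesion proteins of neurons. The Hox loci took 20.8% of the covered bases, the olfactory loci 53.3% and the protocadherin locus 25.8%. Stretches ranged from 120 to 8880 bp with a median of 300.0 bp, and the length of 95.7% of them was a multiple of 60 bp. No value was tied to a genotype, so no genotype comparison was made.

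The first question was how completely each class of target was covered. The Hox clusters were covered almost from end to end. In mm10 coordinates, Hoxa (chromosome 6, 52155577 to 52260810) was covered over 94.1% of its span, Hoxc (chromosome 15, 102921130 to 103036882) over 94.8%, and Hoxd (chromosome 2, 74668328 to 74765150) over 92.8%. Hoxb (chromosome 11, 96194288 to 96368293) was the least covered of the clusters, at 81.0%. Among the olfactory loci, the chromosome 11 locus (50958945 to 51049068) was covered over 66.7% of its span and the chromosome 6 locus (42460010 to 43236967) over 60.2%. The chromosome 15 locus (98185989 to 98501904) was covered over 59.6%, and the chromosome 2 locus (111230357 to 112167998) over 43.7%. The protocadherin locus (chromosome 18, 36930172 to 37841874) was covered over 59.8%. The mean was 90.7% ± 6.49 (SD, n = 4) for Hox loci and 57.5% ± 9.79 (SD, n = 4) for olfactory loci. The difference of 33.2 percentage points passed the threshold (p = 0.0286, exact permutation test, the smallest p that 70 splits allow). It was 11.4 percentage points over bases outside repeats, and -0.457 percentage points (p = 0.343, exact permutation test) in repeat-free stretches of at least 500 bp.

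**Figure D1:**
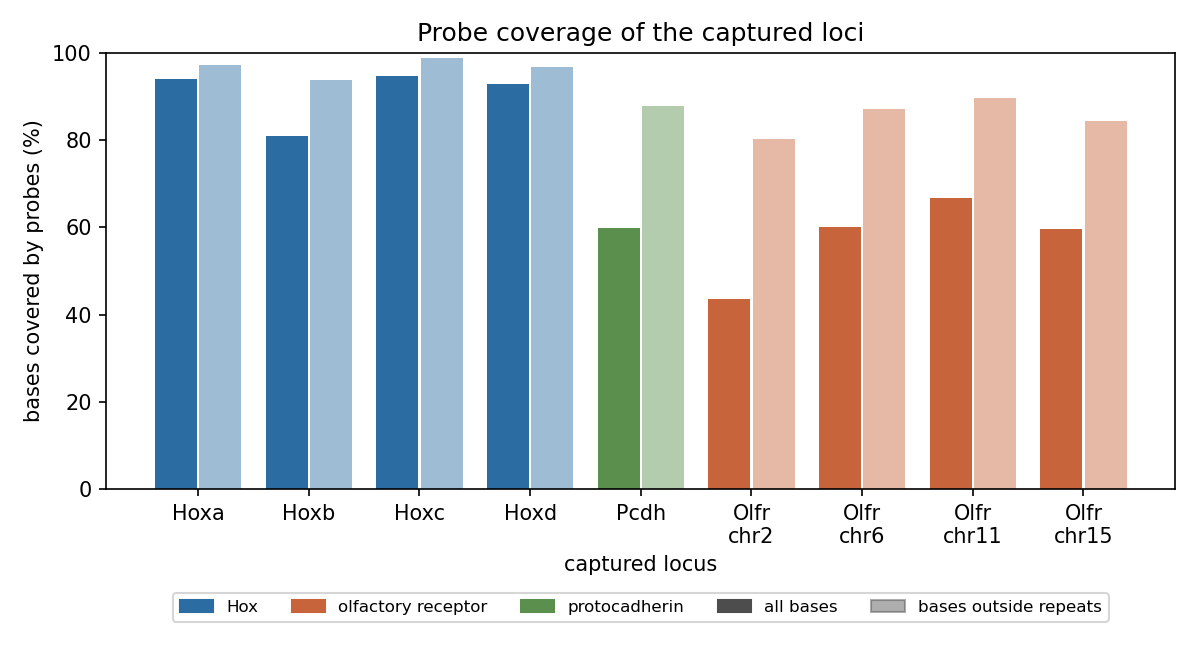
Percent of bases covered by probes (y axis) in each captured locus (x axis), over all bases of the span (dark bars) and over bases outside repeats (pale bars). All Hox loci lie at 81.0% or above over all bases, and all olfactory loci at 66.7% or below.

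Each Hox span ran from its first to its last Hox gene. The covered part began 28 bp before Hoxb13, and it ended 37 bp beyond Hoxb1. At the posterior ends of the other clusters it stopped inside the outermost gene, leaving out 70 bp of Hoxa13, 27 bp of Hoxc13 and 18 bp of Hoxd13. The neighbouring homeobox genes lay outside, Evx2 at 8771 bp from the Hoxd span and Evx1 at 52688 bp from the Hoxa span. The long noncoding RNA gene Hottip lay 1965 bp beyond the Hoxa span. The listed noncoding genes that lay within the clusters were covered. Hotair was covered over 97.2%, Hotairm1 over 95.6% and Hoxaas3 over 94.1% of the gene body. The microRNA genes Mir10a, Mir10b, Mir196a-1, Mir196a-2 and Mir196b were covered in full. Haglr in Hoxd, outside the rule and named after its value was seen, was covered over 84.7%.

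The study described a domain of inactive, more posterior genes and a domain of active genes in each Hox cluster. It gave no boundary by gene, and the split used here, between Hox8 and Hox9 genes, is not its own. Hox1 to Hox8 genes were covered over 93.5% ± 5.28 of the gene body (SD, n = 23) and Hox9 to Hox13 genes over 93.7% ± 4.06 (SD, n = 16). The difference of -0.221 percentage points did not pass the threshold (p = 0.889, permutation test within cluster). Some annotated gene bodies overlap, such as that of Hoxc5 with those of Hoxc9 and Hoxc10, so the groups share some bases. In Hoxa the most covered gene was Hoxa2 (100%) and the least covered was Hoxa6 (77.8%). In Hoxb they were Hoxb2 (97.8%) and Hoxb4 (86.1%), and in Hoxc they were Hoxc12 (98.4%) and Hoxc4 (91.2%). In Hoxd, Hoxd12 and Hoxd1 were both covered in full and Hoxd8 was covered over 84.0%.

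Hoxa6 and Hoxd10, whose expression the study measured in the same tissue, both had probes on all of their DpnII fragments. Hoxa6 (chromosome 6, 52206288 to 52208722, minus strand) had 100% of its exonic bases covered, and its uncovered bases were intronic. The longest uncovered stretch of the gene, from 52207900 to 52208152, was 253 bp long and 89.7% repeat. All 7 of its fragments of at least 20 bp had a probe. Hoxd10 (chromosome 2, 74691924 to 74695105, plus strand) was covered over 96.2% of its body and 94.5% of its exonic bases. An exonic stretch of 100 bp, from 74694495 to 74694594, had no probe. All 12 of its fragments had one.

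**Figure D2:**
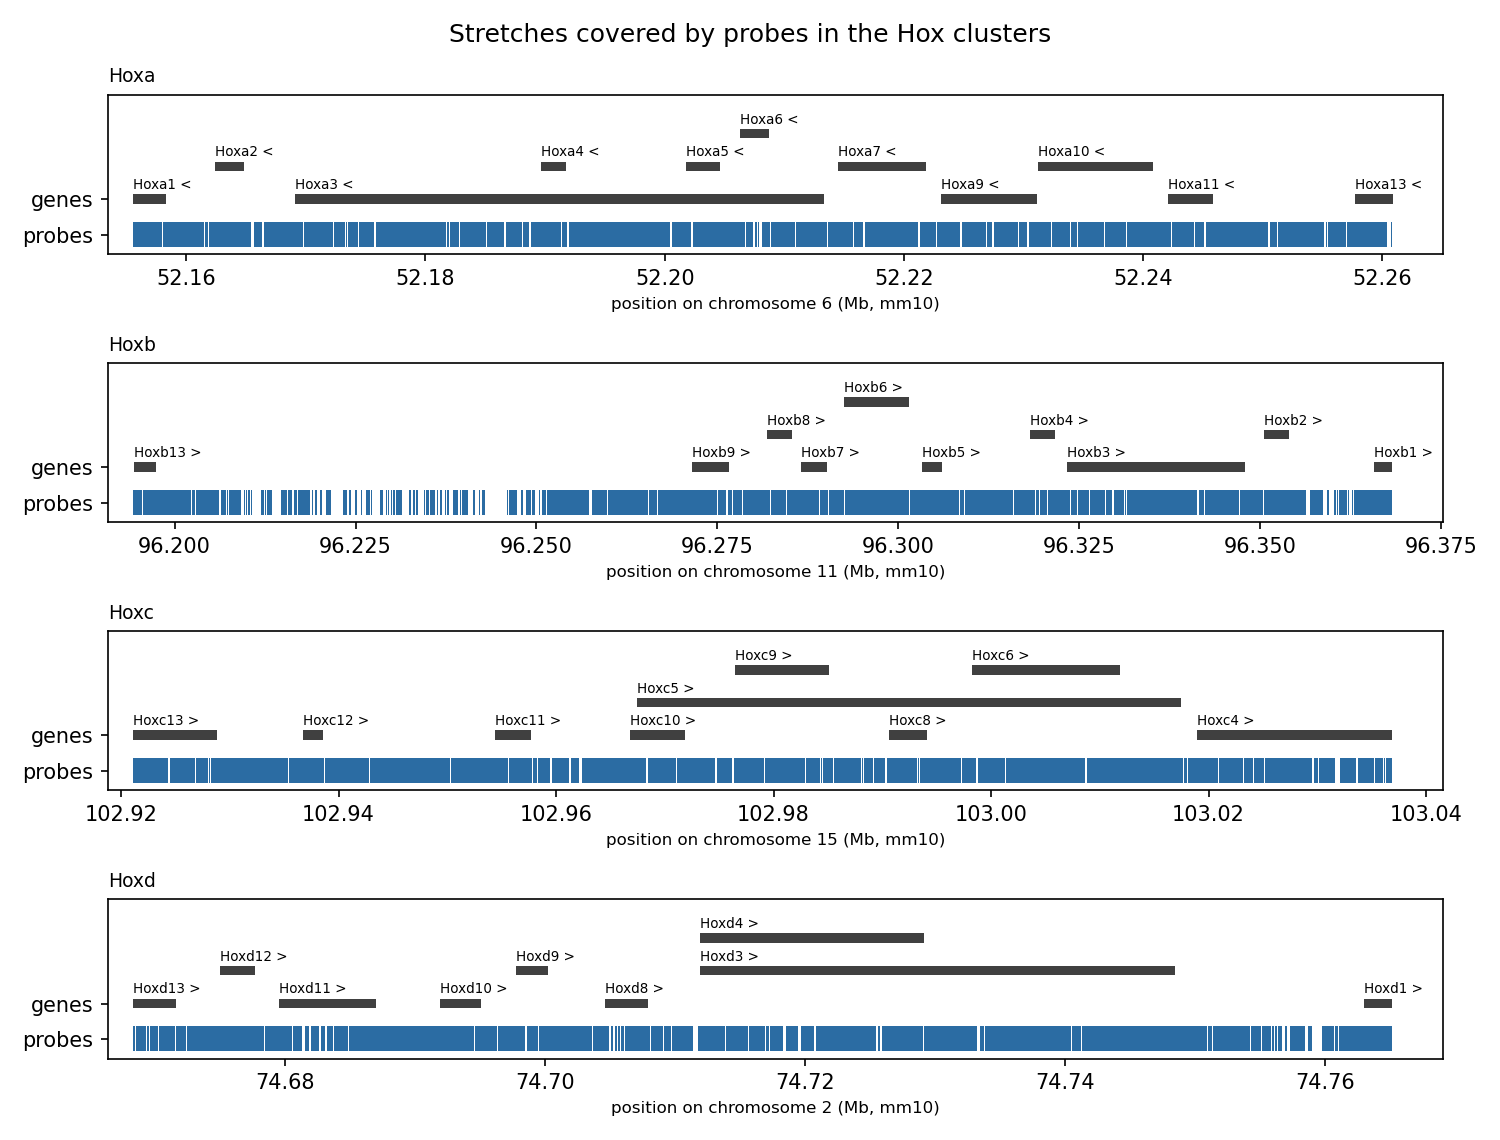
Stretches covered by probes (blue) and Hox gene bodies (grey, arrowheads give the strand) along the Hox clusters, with the mm10 position in Mb on each x axis. The visible break in coverage is between Hoxb13 and Hoxb9, where 65.8% of 74009 bp was covered.

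Promoters were compared to ask whether the 5′ ends of the target genes were enriched. A probe lay within 1 kb of the 5′ end of all 39 Hox genes, all 58 protocadherin genes and all 91 olfactory receptor genes, so this measure was at its limit in each family and left no difference to test (adjusted p = 1 for each pair, Fisher's exact test). At the 5′ end base itself, 34 of 39 Hox genes, 58 of 58 protocadherin genes and 89 of 91 olfactory receptor genes were covered. There the Hox genes were lower than the protocadherin genes (adjusted p = 0.0268, Fisher's exact test) and the olfactory receptor genes (adjusted p = 0.0379, Fisher's exact test). The Hox genes with an uncovered 5′ end base were Hoxa13, Hoxb2, Hoxc10, Hoxc13 and Hoxd13, named after their values were seen. Of these, Hoxa13, Hoxc13 and Hoxd13 had 29.9%, 46.6% and 42.0% of the surrounding promoter covered, and Hoxb2 and Hoxc10 had 93.9% and 96.5%. The 5′ ends of Hoxa13, Hoxc13 and Hoxd13 lay just past the ends of the Hox spans. The lower share of Hox genes thus came in part from where the covered parts ended.

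Protocadherin coverage is given by family and was not tested between families. The Pcdha and Pcdhg genes each join a variable first exon to shared constant exons, so their bodies overlap and are not separate measurements. In Pcdha the most covered body was that of Pcdhac2 (84.4%) and the least covered that of Pcdha12 (48.0%). In Pcdhg they were Pcdhgc4 (88.3%) and Pcdhga12 (72.1%). In Pcdhb, 9 of 22 genes were covered in full and the lowest was Pcdhb22 (79.5%). The first exons had a median covered share of 100% in Pcdha (lowest 97.0%), 98.8% in Pcdhb (lowest 79.5%) and 100% in Pcdhg (lowest 98.1%). In Pcdhb the annotated first exon was the whole of most genes, so these values largely repeat those of the gene bodies. The 91 olfactory receptor genes had a median of 92.7% of exonic bases covered, and 27 were covered in full.

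Exons were covered more completely than the rest of the span in 9 of 9 loci. The mean covered share was 90.3% of exonic and 68.3% of other bases, a difference of 22.0 percentage points ± 17.3 (SD, n = 9; p = 0.0039, exact sign-flip permutation test). The difference was 47.6 percentage points in the protocadherin locus, between 28.6 and 36.6 in the olfactory loci, and between 0.482 and 15.6 in the Hox loci. Over bases outside repeats the mean difference was 7.34 percentage points (p = 0.0234, exact sign-flip permutation test).

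Covered and uncovered sequence differed in repeats, but in GC content not in a common direction across loci. Repeats made up 11.6% of covered and 75.6% of uncovered bases on average, a difference of -64.0 percentage points ± 8.11 (SD, n = 9; p = 0.0039, exact sign-flip permutation test), lower in covered sequence in 9 of 9 loci. The GC content was 44.6% in covered and 44.4% in uncovered sequence, with a difference of 0.166 percentage points ± 3.30 (SD, n = 9; p = 0.898, exact sign-flip permutation test). Its sign varied between loci, from -5.55 in the chromosome 2 olfactory locus to 5.49 in Hoxc.

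**Figure D3:**
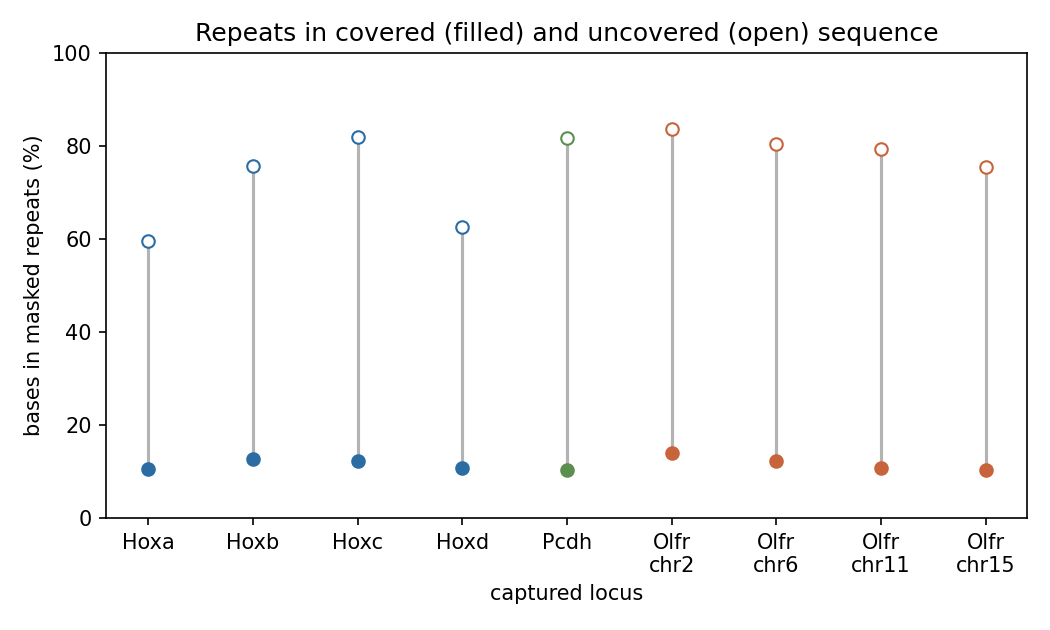
Percent of bases in masked repeats (y axis) in the covered (filled points) and uncovered (open points) sequence of each captured locus (x axis), for Hox (blue), protocadherin (green) and olfactory receptor (orange) loci. The covered part lies at 13.9% or below and the uncovered part at 59.7% or above in each locus.

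Repeats were covered according to their length. Repeat stretches under 60 bp had 83.6% of their bases covered in the Hox loci and 47.6% in the olfactory loci. From 240 bp to under 960 bp these shares were 3.86% and 1.55%. Repeats of 960 bp or more held 28.9% of the repeat bases of the olfactory loci and 0% of those of the Hox loci.

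**Figure D4:**
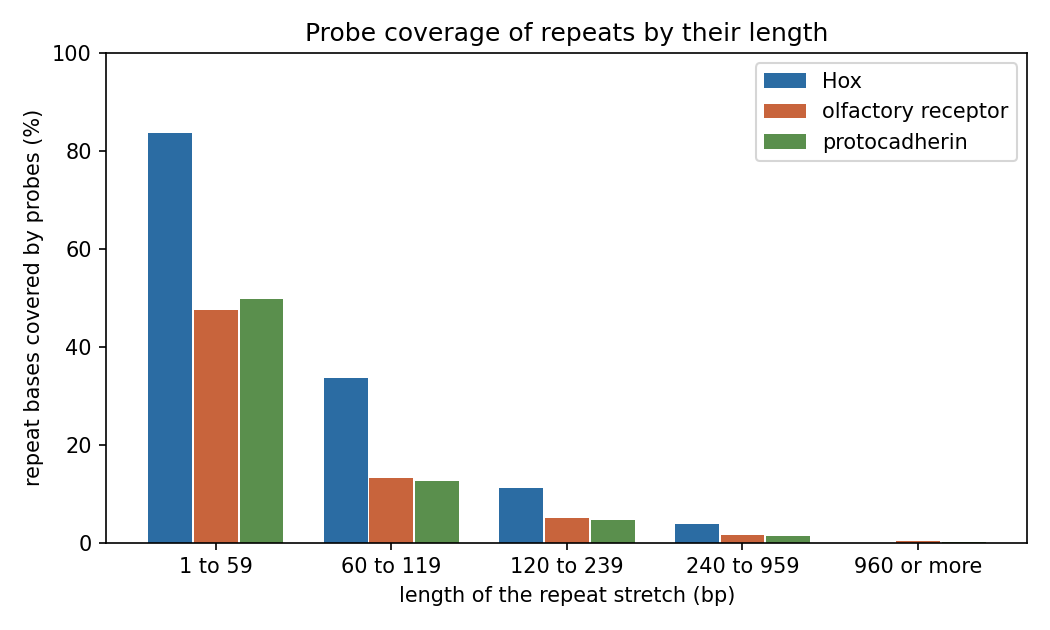
Percent of repeat bases covered by probes (y axis) by the length of the repeat stretch in bp (x axis), pooled over the Hox, olfactory receptor and protocadherin loci. Coverage falls with length in each class, from 83.6%, 47.6% and 49.7% under 60 bp, and the Hox loci hold no repeat of 960 bp or more.

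Probe stretches were also longer in the Hox loci. The median stretch averaged 795 bp ± 279 (SD, n = 4) in the Hox loci and 300.0 bp ± 69.3 (SD, n = 4) in the olfactory loci, a difference of 495 bp (p = 0.0286, exact permutation test). Hoxc had the longest median (1080 bp) and Hoxb the shortest among the Hox loci (420 bp). With stretches up to 100 bp apart joined, the difference was 1453 bp and did not pass the threshold (p = 0.114, exact permutation test). Nor did it pass with any 1 of the 4 olfactory loci left out (p = 0.0571 each, exact permutation test).

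The contact analysis of the study was built on DpnII fragments that carry a probe. Of 9007 fragments of at least 20 bp in the spans, 5886 (65.3%) had one. All 221 fragments of Hoxa and all 261 of Hoxc had a probe, as did 185 of 189 in Hoxd and 375 of 408 in Hoxb. In the olfactory loci the share ran from 46.3% on chromosome 2, where 1177 of 2540 fragments had a probe, to 78.6% on chromosome 11, with 66.0% on chromosome 6 and 78.5% on chromosome 15. It was 65.4% in the protocadherin locus. The mean share was 97.4% ± 3.82 (SD, n = 4) in the Hox loci and 67.4% ± 15.2 (SD, n = 4) in the olfactory loci, a difference of 30.1 percentage points (p = 0.0286, exact permutation test). Among fragments with at most 20% repeat the difference was 1.27 percentage points and did not pass the threshold (p = 0.143, exact permutation test). The measure was near its limit there, with means of 100% in the Hox loci and 98.7% in the olfactory loci. Each Hox cluster shared its chromosome with a captured olfactory locus, at distances from 4.42 Mb (Hoxc) to 45.1 Mb (Hoxb).

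Fragments with a probe were longer. Their median was 345 bp over 5886 fragments, against 153 bp over 3121 fragments without a probe. The difference of 192 bp passed the threshold (p = 1e-05, permutation test within locus, the smallest p that 100000 resamples can give). That p is against no difference, while a longer fragment is more often touched by a probe placed anywhere. Shifting the covered stretches within each locus gave a difference of 108 bp (95% of 1000 shifts between 91.0 and 126.5 bp). With at least 50% of a fragment required to be covered, the observed difference was 111 bp, a rule for which no shifts were run.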

Values the study reported

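The study reported that Capture-C was carried out on 2–3 replicates per genotype, each from a pool of 2 embryos, while its methods describe pools of 2–3 tailbud samples. Significant interactions were called at a false discovery rate cutoff of 0.05, on DpnII fragments of at least 20 bp.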

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

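The tests of the Hoxb pattern were set before their results were seen, except the comparisons outside repeats. Among the 4 Hox loci, the covered share of Hoxb (81.0%) stood far below the others, with a gap to the nearest of them that was 0.859 of the whole range. This was 1 of 10 groups of loci examined in this way, and chance alone singles out about 1 in 20. Without the stretch between Hoxb13 and Hoxb9, the Hoxb covered share was 92.3%, within 2 percentage points of the range of the other Hox loci. This is consistent with a source in this stretch, where repeats made up 34.1% of bases against 17.7% in the rest of the locus. In repeat-free stretches of at least 500 bp the Hoxb covered share was 98.8%, but these were almost fully covered in all loci, so this decides nothing on repeats. Outside repeats Hoxb was covered over 93.9% against 96.9% to 98.9% in the other Hox loci. Over all bases it was 81.0% against 92.8% to 94.8%, so much of the difference went with repeat bases. The gap outside repeats was 0.596 of the range and did not stand out, but that ratio does not measure the size of the gap. Within Hoxb, 87.9% of the bases outside repeats were covered in the stretch against 97.4% in the rest, a contrast without a spread. Of 23637 windows of 75 bases without probes in Hoxb, 96 lay outside repeats. Uncovered pieces outside repeats therefore rarely reached 120 bp, the shortest covered stretch. The contrast thus does not point to a cause apart from repeats, and its cause was not tested. No biological explanation was tested, since the design gives none for the position of probes.

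The gain of exons over other sequence was compared between classes of loci, and stood out before adjustment only. The difference between exonic and other bases averaged 5.29 percentage points in the Hox loci and 32.3 in the olfactory loci (Hox minus olfactory -27.0, p = 0.0286, exact permutation test of the class labels, adjusted p = 0.0857 over the 3 properties compared). The loci of the classes did not overlap (0.482 to 15.6 against 28.6 to 36.6). However, other bases were already covered over 78.0% to 94.7% in the Hox loci, against 37.4% to 60.1% in the olfactory loci. This left no room in the Hox loci for a gain of the olfactory size. The separation thus followed from the covered share and says nothing of how exons were targeted. With 4 against 4 loci the smallest p is 0.0286, which as the only p of that size among 3 cannot pass the threshold after adjustment.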

How the results depend on the processing

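For the covered share, the alternatives on bases outside repeats, on repeat-free stretches and without gaps over 5 kb were chosen after seeing the data, as were fragments with at most 20% repeat and the N50 of stretch length. No paired analysis was possible because the table holds no sample to pair, and the sign-flip tests compare parts of the same locus. The promoter comparison, at its limit in each family, has no direction to keep. For the other 8 tested results, 74 alternatives changed the value, and 58 of these kept the direction and the side of the threshold. Gaps of 100 kb or 1000 kb between loci, leaving out gaps over 50 kb, leaving out intervals under 120 bp and not merging intervals changed no value, since no interval or gap met them, and these say nothing of stability. In repeat-free stretches of at least 500 bp the difference in covered share between Hox and olfactory loci turned to -0.457 percentage points. For interval length, joining gaps up to 100 bp gave 1453 bp (p = 0.114), with a larger spread between Hox loci, and leaving out each locus in turn gave 400 to 620 bp, with p = 0.0571 where an olfactory locus was left out, exact permutation tests over fewer loci. For fragment length, requiring at least 50% of a fragment to be covered lowered the difference from 192 to 111 bp and leaving out fragments under 150 bp gave 160.5 bp. For fragments with at most 20% repeat the difference in probe share was 1.27 percentage points, on a measure near its limit in both classes. The promoter comparison at the 5′ end base gave -10.6 percentage points for Hox against olfactory receptor genes and -12.8 for Hox against protocadherin genes, and stayed at 0 with 5 kb either side or protein-coding genes only.

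The GC difference, not past the threshold in any alternative run, was -0.00967 percentage points within 2 kb of an interval, -1.46 outside repeats, and -0.499 to 0.880 with each locus left out. The anterior minus posterior Hox difference, likewise not past it, was 1.19 percentage points with 2 kb either side, 0.438 over exons, and -0.742 to 0.445 with each cluster left out. The cause of these changes was not tested. Leaving out each locus gave 28.5 to 36.4 percentage points for the covered share, 23.1 to 33.8 for probe fragments, -65.9 to -63.1 for repeats and 18.8 to 24.7 for exons. Depth was unknown.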

Other observations

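The tests of low GC content and of bases outside repeats below were chosen after the other results were seen. Genes outside the target families lay in the captured spans, and these and the olfactory receptor gene below were chosen after their values were seen. The chromosome 6 olfactory locus held Tcaf1, Tcaf2 and Tcaf3, covered over 82.7%, 80.6% and 84.8% of their bodies. The chromosome 15 olfactory locus held the milk protein gene Lalba (89.7%), Zfp641 (84.4%) and the testis histone gene H1fnt (100%). The protocadherin locus held Slc25a2 (100%) and Taf7 (95.5%). The olfactory receptor gene with the fewest exonic bases covered was Olfr1307 (chromosome 2, 111930116 to 111949440), at 23.2% of exonic bases, with 65.4% of its body in repeats. The 73 olfactory receptor genes annotated as protein-coding had a median of 89.7% of exonic bases covered and the 18 others 100%. This difference was not tested.

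Some covered sequence had exact copies in the genome, which may lie in the same locus or outside it. Of 75-base windows lying wholly in covered stretches, 4.00%, 2.29%, 1.52% and 1.39% occurred more than once in the chromosome 2, 11, 6 and 15 olfactory loci, as did 1.33% in the protocadherin locus, 0.0795% in Hoxb and 0% in Hoxa, Hoxc and Hoxd. Over whole spans, with repeats, the share ran from 4.91% to 13.6% in the olfactory loci and from 0.0418% to 0.949% in the Hox loci.

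The lower covered share of the olfactory loci was set against technical explanations. In repeat-free stretches of at least 500 bp the Hox loci differed from the olfactory loci by -0.457 percentage points, but all loci were almost fully covered there, so this decides nothing. Outside repeats the difference was still 11.4 percentage points (p = 0.0286, exact permutation test) with no overlap of the classes. This argues against the repeat bases alone as the whole of it. Repeat-free 120-base windows were, however, covered over 99.2% in the Hox loci and 99.1% in the olfactory loci. Bases outside repeats were thus missed mainly outside such windows, and the spacing of repeats stays open as a cause. Copies, in the same locus or outside it, stay open as a cause. Of 75-base windows outside repeats and probes in the olfactory loci, 2.36% occurred more than once. But these windows were 3638 of the 865229 without probes, and of the latter 22.1% occurred more than once. The planned test of GC content decides nothing either: repeat-free 120-base windows of 40 to 50% GC differed by 0.762 percentage points, but over all GC values they differed by 0.0639, leaving no difference to account for. In a test added afterwards, olfactory windows under 40% GC differed by 0.0775 percentage points from those at 40 to 50% GC. They were covered over 98.5% to 99.4% in the 4 loci. Low GC thus did not go with missing probes in repeat-free windows. Such windows were almost fully covered at any GC, which left no deficit to account for, so this decides nothing on low GC elsewhere. Windows that hold repeats were not tested.

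The shorter length of fragments without a probe was set against the chance that a longer fragment meets a probe. Shifting the covered stretches around each locus 1000 times gave a median difference of 108 bp, and 95% of shifts lay between 91.0 and 126.5 bp, below the observed 192 bp. Chance overlap is thus not the whole cause, although it gave a difference of the same direction. Fragments that were at least 80% repeat had a median length of 159 bp, against 258 bp in those at most 20% repeat, a difference of -99.0 bp. Shorter fragments in repeats may therefore contribute. No biological explanation was tested.

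The labels list 4 samples for each of the GFP and MommeD43-GFP groups. That is higher than the number of replicates per genotype quoted from the study above.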
